A study of Mus musculus with 8 samples. Its data were reported in "Single-cell omics analysis reveals functional diversification of hepatocytes during liver regeneration" (2020).

How the data were processed

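Chromatin accessibility was measured by bulk ATAC-Seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in nuclei of mouse hepatocytes isolated by collagenase perfusion. The 8 libraries came from undamaged liver (0 h) and from liver at 48, 72 and 96 h after partial hepatectomy (PHx), with 2 libraries at each of the 4 time points. Groups and replicate numbers were taken from the sample labels. For 0 and 48 h the study's text describes a larger number of biological replicates of this assay, and any further libraries were not analysed here.

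Per the study's methods, the authors processed the libraries with the ENCODE consortium's pipeline for this assay. It trimmed the reads, mapped them to mm10 using Bowtie2, discarded PCR duplicates and called peaks by MACS2. The names of the deposited lists describe Tn5-shifted tags, a p-value threshold, an upper limit on the number of peaks and a blacklist filter. Peaks were called per library, with no pooling of replicates, so the presence of a peak could be compared between replicates. For each peak the deposited lists give a display score, a fold enrichment over local background, a −log10 p and a −log10 q, and a summit position, all of them the peak caller's own values. The authors' −log10 p was used to rank and filter intervals within a list, the −log10 q to filter in 1 alternative, and the fold enrichment and summit to describe and centre intervals. The deposited score, which the authors' peak caller derives for display, entered no comparison. The lowest −log10 p in the lists lay between 2.00017 and 2.00077. The lists hold no read counts, so the sequencing depth behind a peak is unknown, no confidence interval was computed and the study's own test on read counts could not be run from them.

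Lines that shared an interval (several summits of 1 peak) were collapsed to the summit with the highest −log10 p. Chromosomes 1 to 19, X and Y were used. List length depends on depth and on signal, so each library was reduced to its 50000 strongest distinct intervals before libraries were compared. Consensus regions were made by merging the kept intervals of all 8 libraries where they overlapped by at least 1 bp. A region was present in a library if at least 1 bp of it was covered by a kept interval. A region was gained at a time point if it was present in both libraries of that time point and in neither 0 h library, and lost in the reverse case. Absence therefore means absence from the 50000 strongest intervals. As a background, the same counts were made in the 2 crossed splits of the same 4 libraries, in which each side held 1 library of each time point. With 3 splits the smallest share is 0.333, so no p-value was given for these counts. The 3 time points were compared with the same 0 h libraries and share their chance deviations.

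Library similarity was measured by the base-pair Jaccard index, the length shared by 2 sets of kept intervals divided by the length covered by either. The mean index of the same-time pairs minus that of the different-time pairs was tested by exact permutation over all ways of joining the 8 libraries into 4 pairs (one-sided). Regions that separated 0 h from all PHx libraries were counted and set against all 28 splits of the libraries into 2 and 6 (one-sided, exact).

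The deposited coordinates are on mm10. Sequence came from GRCm38.p6 and gene annotation from GENCODE M21 basic, and 0 deposited intervals ended past the end of their chromosome there. A promoter was a region within 1 kb of 1 of 57083 annotated transcription start sites (TSS). Matches to 15 IUPAC motifs were sought on both strands in 200 bp centred on the summit of the strongest peak of a region. Motif shares of gained and lost regions were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 15 motifs, with 0.5 added to each cell of the odds ratio. A motif was called if the adjusted p was under 0.05 and the log2 odds ratio was larger in size than in both crossed splits. The GC content of the windows was controlled by a Mantel-Haenszel test over 5 strata, with 0.1 added to each cell of the stratified odds ratio. Regions are not independent replicates, so these p-values describe the region sets and the crossed splits carry the error between libraries. Regions were assigned to the nearest of 45152 protein-coding TSS, and 2 gene lists defined by symbol prefix were compared in the same way, with adjustment over the 2 lists. The metabolism list took symbols starting with Cyp, Ugt, Sult, Gst, Aldh, Adh, Acsl, Acsm, Acot, Akr, Slc2, Slc10, Slc22, Slco, Apo or Abc, so that Slc2 also took in longer solute carrier numbers, and held 467 genes. The development list took Hox, Sox, Gata, Wnt, Pax, Tbx, Lhx, Nkx, Fgf, Bmp, Gli, Irx, Dlx, Pitx, Isl, Neurod, Tead, Zic or Meis, or the sine oculis homeobox prefix, and held 234 genes.

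Named regions were the 5 gained and the 5 lost at 48 h with the highest within-list percentile in the weaker of the 2 libraries that had them, among regions with no interval in the full lists of the other 2 libraries. A further 53 genes in 4 lists (proliferation, progenitor or fetal, adult hepatocyte, other liver cells) were looked up at their promoters by the rank of the strongest overlapping interval. The tests named so far, the motifs, the lists and the alternatives were fixed before the data were examined. The comparison against each 0 h library alone, the splits of 3 libraries, motif shares of all kept intervals, mean ranks of motif regions, motif tests at 72 h and 96 h and the control for GC content at single motifs were added later.

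The alternatives were 25000 intervals per library, all deposited intervals, intervals with q under 0.05, each interval replaced by 200 bp centred on its summit, and each library left out in turn. For single results they also included an overlap of at least 50% of the shorter interval, pairing restricted to replicate 1 with replicate 2, absence from the full deposited lists, coverage of at least 50% of the region, promoters within 5 kb, 400 bp motif windows and a limit of 50 kb to the nearest TSS. For odds ratios and the promoter difference, which have no SD between libraries, the spread was the size reached in the crossed splits.

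The procedures were tested on simulated data for the 48 h against 0 h comparison, in 10 runs with no change and 10 runs with 500 regions raised and 500 lowered, each run with 8 lists of 126773 intervals. Noise with an SD of 0.45 on the natural log of −log10 p gave a mean same-time Jaccard index of 0.790 and 29758 regions in all 8 lists, near the number in the real lists. An SD of 0.95, added later, gave an index of 0.597, near that of the real lists, and 12866 regions in all 8. On average 85.3% of the raised and 61.6% of the lowered regions were recovered as gained and lost at the lower noise, and 50.2% and 34.8% at the higher. A CTCF enrichment planted among the raised regions was called in all 10 runs at the lower noise, along with 3 calls of other motifs. At the higher noise it was called in 9, with 0 other calls. The planted shift was larger than the noise SD at both levels. The raised regions were also set to carry the CTCF motif more often than the 16.3% of real regions gained at 48 h. The recovery and these calls therefore do not give the power for smaller changes. With no change, 0 of 150 motif tests were called at the lower and 3 of 150 at the higher noise. The total of gained and lost regions with no change exceeded both crossed splits in 2 and 6 of the 10 runs (10 of 10 with planted changes at both levels). The Jaccard test reached an exact permutation p under 0.05 in 4 and 2 of the 10 planted runs and in 1 and 0 with no change. The 2 counts for the split between 0 h and PHx reached it in 1 and 2 of 20 tests with no change. All simulated lists shared their intervals and had independent noise, so differences in quality between libraries were not simulated. The GC-stratified test called 5.5% of 200 simulated motifs that followed GC content alone and 100% of 200 with a true difference. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.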

Results

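Hepatocyte chromatin accessibility was profiled before and at 48, 72 and 96 h after PHx, the surgical removal of part of the liver, after which the remaining tissue regrows. Each time point had 2 libraries. The deposited peak lists held between 141271 (0 h replicate 2) and 213226 lines (72 h replicate 2), which collapsed to between 105206 and 154577 distinct intervals covering 42.0 to 62.9 Mb. The read depth is unknown, so the length of the lists and the strength of the last kept interval stand in for it. The −log10 p of the 50000th interval was 15.2 and 9.96 at 0 h, 8.05 and 8.62 at 48 h, 14.8 and 14.0 at 72 h and 14.5 and 8.29 at 96 h (replicates 1 and 2). Both 48 h libraries and 96 h replicate 2 thus reached the lowest significance at that rank. The 50000 intervals of a library covered 25.7 to 32.5 Mb. Merging them gave 73725 consensus regions, of which 28518 (38.7%) were present in all 8 libraries and 12098 (16.4%) in 1 library only.

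The first comparison asked whether libraries of the same time point resembled each other more than libraries of different time points. The mean base-pair Jaccard index was 0.596 over the 4 same-time pairs and 0.587 over the 24 different-time pairs. The excess of 0.00869 was reached by 9 of all pairings of the libraries (exact permutation p = 0.0857, one-sided, n = 8 libraries, smallest possible p 0.00952), so time points were not separated from chance pairing by overall overlap. Among the settings that used all libraries, intervals of 200 bp around each summit moved it most, to 0.0138 (exact permutation p = 0.0286, n = 8). Single libraries moved it further: the excess was −0.00891 without 0 h replicate 2 and 0.0252 without 96 h replicate 1. The same-time pairs had an index of 0.634 at 0 h, 0.565 at 48 h, 0.619 at 72 h and 0.566 at 96 h. Against 0 h, the mean of 4 library pairs was 0.577 at 48 h (range 0.548 to 0.610), 0.606 at 72 h (0.569 to 0.637) and 0.595 at 96 h (0.565 to 0.637). The mean was lowest at 48 h. However, the 48 h and 96 h pairs overlapped less with each other than with 0 h on average. The libraries 48 h replicate 1 (0.564) and 96 h replicate 2 (0.566) had the lowest mean index with all other libraries. A low index with 0 h therefore cannot be told apart from a library that overlaps little with any other. Against each 0 h library taken alone, both 48 h values lay below both 72 h values, by 0.0116 for 0 h replicate 1 and by 0.000341 for 0 h replicate 2. This held against both 0 h libraries in 3 of 5 settings, and against 0 h replicate 1 only with all intervals and with q under 0.05. In the main setting the 96 h values overlapped those of 48 h and 72 h. With 200 bp around each summit, both 48 h values lay below both 96 h values against both 0 h libraries (by 0.0108 and 0.0240). With 25000 intervals they did so against 0 h replicate 2 only. With 2 libraries against 2 the smallest exact permutation p is 0.167 (one-sided), so no test of the order was made.

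**Figure D1:**
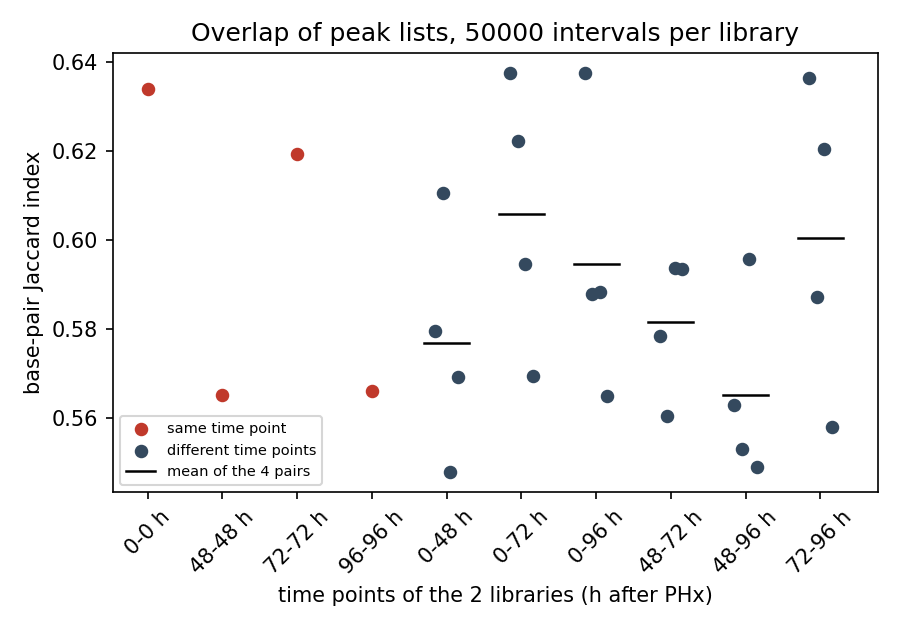
Base-pair Jaccard index (vertical axis, no unit, not starting at 0) of every pair of libraries, by the time points of the pair in hours after PHx; red points are same-time pairs, dark points different-time pairs and lines the mean of 4 pairs. The same-time mean of 0.596 lies 0.00869 above the different-time mean, and the different-time pairs spread from 0.548 to 0.637.

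The second comparison asked how many regions differed from undamaged liver in both libraries of a time point. At 48 h, 1958 regions were gained and 2578 were lost, against 1108 to 1335 in the crossed splits. At 72 h, 2124 were gained and 2016 lost, against 1055 to 1201. At 96 h, 1638 were gained and 1780 lost, against 1128 to 1564. The total of gained and lost regions was 1.86 times the mean crossed total at 48 h, 1.82 times at 72 h and 1.28 times at 96 h. Each total exceeded both of its crossed splits, which is the most that 3 splits allow and carries no p-value. Lists simulated with no change did so in 2 of 10 runs at the lower and 6 of 10 at the higher noise level. Most of these regions were not absent from the weaker part of the other lists. Of the regions gained at 48 h, 49 (2.50%) had no interval in either full 0 h list, and of those lost, 95 (3.69%) had none in either full 48 h list. The gained and lost sets therefore mostly record regions that crossed the rank of 50000. The alternative that moved the counts most, absence from the full lists, left these 49 and 95 regions. With all deposited intervals, whose list sizes differ, the total at 96 h (7889) was below 1 of its crossed splits (10080). Each count rose when 1 library was left out, since fewer libraries then had to meet the criterion. At 48 h, gained regions numbered 3373 without 0 h replicate 2 and 5885 without 48 h replicate 2, and lost regions 4893 without 0 h replicate 2 and 6501 without 0 h replicate 1.

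**Figure D2:**
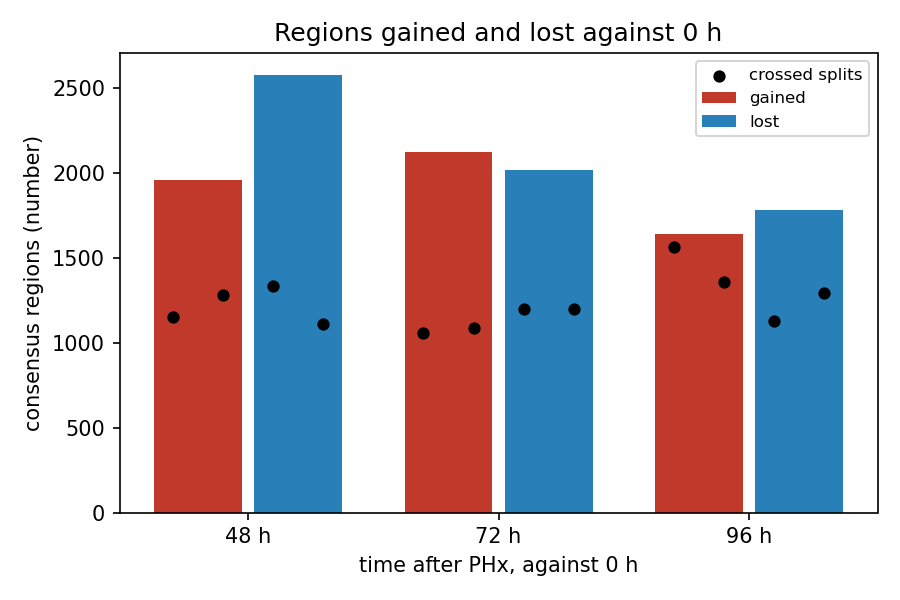
Number of consensus regions gained (red) and lost (blue) against 0 h at 48, 72 and 96 h after PHx, with the 4 counts from the 2 crossed splits of the same libraries as points. At 48 h the bars stand at 1958 and 2578, and the highest crossed count is 1335.

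Whether surgery separated the libraries at all time points together was asked by counting regions on either side of the split between 0 h and PHx. In both 0 h libraries and no PHx library there were 399 regions, more than in any of the other 27 splits of the 8 libraries into 2 and 6 (117 to 368; exact permutation p = 0.0357, one-sided, the smallest that 28 splits give). In all 6 PHx libraries and neither 0 h library there were 260 regions, and 4 of the 28 splits gave as many (exact permutation p = 0.143, one-sided, n = 8). The largest count in that direction, 417 regions, came from the split that set the 48 h pair apart. The result for regions lost in all PHx libraries depended on the processing. The exact permutation p (n = 8) was 0.786 with all deposited intervals (727 regions), 0.571 with q under 0.05 (579 regions), 0.107 with 25000 intervals per library (283 regions) and 0.0714 with 200 bp around each summit (504 regions). With coverage of at least 50% of the region it was 0.0357 (562 regions), and with absence from the full lists 0 regions were left. The result also depended on 1 library, with 511 regions and an exact permutation p of 0.0952 without 72 h replicate 2.

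Persistence of the 48 h pattern was read in libraries that had not been used to choose the regions. The share of 48 h gained regions present minus the share of 48 h lost regions present was −6.27 and 8.09 percentage points in the 72 h libraries and −4.73 and −12.5 points in the 96 h libraries (replicates 1 and 2). A positive value resembles 48 h and a negative value 0 h. For regions chosen by the crossed splits, the same difference was 6.27 to 14.2 points in size over the 4 libraries. Each of these values went towards the side that held 0 h replicate 1. The crossed values therefore carry a difference between the 2 libraries of 0 h and are not a neutral background. Both 72 h libraries and 96 h replicate 1 stayed below both of their own crossed values, whereas 96 h replicate 2 exceeded both of its own (7.54 and 6.27 points). The 96 h mean was −8.60 points, and between −7.71 and −13.8 points in the settings that used all libraries. The 96 h mean was −4.66 points without 96 h replicate 2. With only 3 splits these values carry no p-value, and no direction was established at either time point. Leaving out 1 of the 0 h or 48 h libraries chose the regions by 2 libraries against 1, which shifts the value by construction. Each value was therefore set against the other 2 splits of the same 3 libraries. Without 0 h replicate 1 the mean was 34.2 points at 72 h (other splits 34.2 and 31.7) and 26.6 points at 96 h (36.0 and 30.8). Without 0 h replicate 2 it was 14.6 points at 72 h (40.2 and 38.7) and 7.26 points at 96 h (40.9 and 36.7). All 4 of these values lay outside both of their other splits, 3 of them below and the one at 72 h without 0 h replicate 1 above. Without a 48 h library the values lay between their other splits, from −30.5 to −27.9 points at 72 h and from −35.0 to −30.8 points at 96 h.

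Promoter regions made up 13.6% of the regions gained at 48 h (266 of 1958) and 10.3% of those lost (266 of 2578), compared with 22.0% of all consensus regions. The difference of 3.27 points was close to those of the crossed splits (−3.24 and 2.77 points) and changed sign to −6.01 points with 25000 intervals per library and to −2.12 points without 48 h replicate 2. Regions nearest to genes of the metabolism list made up 2.45% of gained and 4.03% of lost regions (log2 odds ratio −0.73; Fisher's exact test, adjusted p = 0.00692). Regions nearest to genes of the development list made up 43 of the gained and 31 of the lost regions (log2 odds ratio 0.88; Fisher's exact test, adjusted p = 0.0124). Neither was called, because the crossed splits reached log2 odds ratios of 0.77 and 0.97 in size. Both lists, metabolism and development in turn, were called with the nearest TSS limited to 50 kb (−0.81 and 1.38). They were also called with 25000 intervals (−1.04 and 0.84) and all intervals (−0.82 and 1.16). With 200 bp around each summit metabolism was called (−0.57) and development was not (0.53). With q under 0.05 development was called (0.85) and metabolism was not (−0.51). Without 0 h replicate 2 the log2 odds ratios were −0.35 and 0.30.

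Of the 15 motifs, 6 were called between regions gained and lost at 48 h. The CTCF motif, bound by a factor that organises chromatin loops, occurred in 319 gained regions (16.3%) and 78 lost regions (3.03%), with a log2 odds ratio of 2.63 (Fisher's exact test, adjusted p = 2.52e-55) against 0.63 in the crossed splits. The AP-1 motif occurred in 9.50% of gained and 4.07% of lost regions (log2 odds ratio 1.30, crossed 0.54). Motifs of the hepatocyte factors HNF4 (2.45% and 6.67%, log2 odds ratio −1.50, crossed 1.22) and FOXA (5.21% and 10.6%, −1.10, crossed 0.46) were less frequent in gained regions. The STAT motif (−0.72, crossed 0.64) and the E-box CACCTG (0.27, crossed 0.09) were nearest to the limits. The C/EBP motif had a log2 odds ratio of −0.96, inside the 1.17 of the crossed splits, and was not called. With 1 library left out, where regions were chosen by fewer libraries, the CTCF value was 1.03 without 48 h replicate 2, 1.86 without 48 h replicate 1, and 2.21 or more without either 0 h library. Without 48 h replicate 2 the FOXA value was −0.44 and the HNF4 value −0.97. Without 0 h replicate 2 the AP-1 value was 0.77, without 0 h replicate 1 the STAT value was −0.14, and without 48 h replicate 1 the E-box value was 0.12. The CTCF value was also the one that changed most with the lists, to 4.11 with 25000 intervals and 0.85 with all intervals. Other settings changed calls. The AP-1 motif was not called with 25000 intervals (0.76), nor the FOXA motif with q under 0.05 (−0.67). The STAT motif was not called with 25000 intervals (−0.22), all intervals (−0.58), q under 0.05 (−0.69) or 400 bp windows (−0.43). The C/EBP motif was called with 25000 intervals (−1.49), all intervals (−0.95) and q under 0.05 (−0.93). The E-box was not called with 200 bp around each summit (0.21) or 400 bp windows (0.20). Its value was −0.017 with all intervals and −0.041 with q under 0.05, and with strata of GC content its adjusted p was 0.329 (Mantel-Haenszel test).

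**Figure D3:**
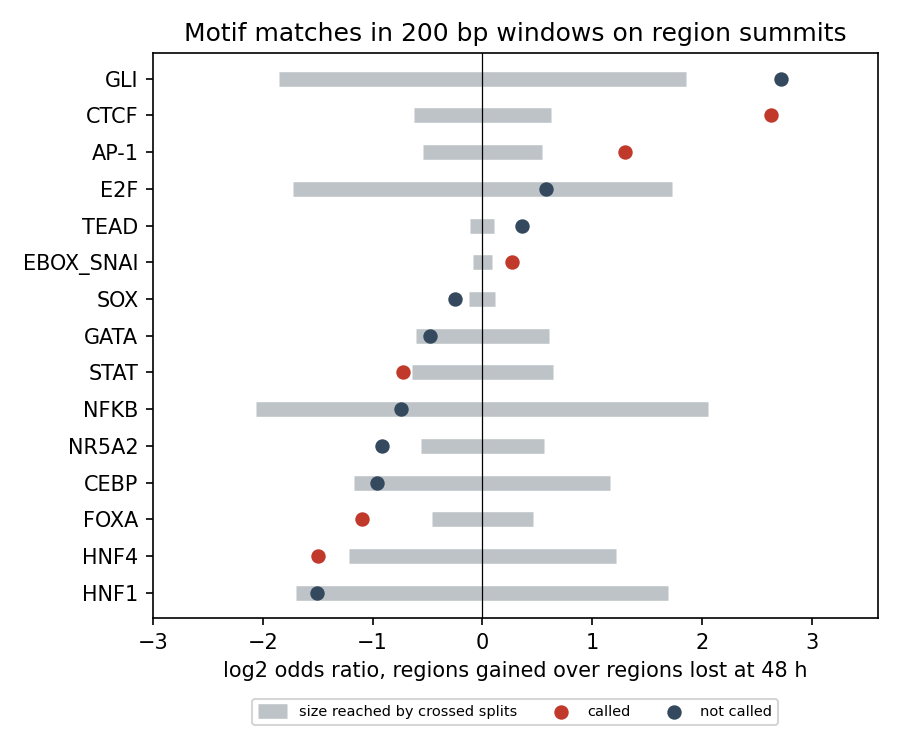
Log2 odds ratio (horizontal axis) of a motif match in regions gained over regions lost at 48 h for 15 motifs, with red points for called motifs, dark points for the others and grey bars for the size reached in the crossed splits. CTCF (2.63) and AP-1 (1.30) lie to the right of their bars, and HNF4 (−1.50) and FOXA (−1.10) to the left.

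Among all 50000 intervals of a library, which were not chosen by any comparison, the same motifs differed by small amounts. A CTCF match was present in 8.94% ± 0.208 of intervals at 0 h, 10.3% ± 0.546 at 48 h, 9.78% ± 0.223 at 72 h and 9.78% ± 0.290 at 96 h (mean ± SD, n = 2 each). The HNF4 motif was present in 4.66% ± 0.287 at 0 h, 3.78% ± 0.0184 at 48 h, 4.10% ± 0.0636 at 72 h and 4.10% ± 0.187 at 96 h. The FOXA motif was present in 7.85% ± 0.0806 at 0 h, 6.96% ± 0.0184 at 48 h, 7.25% ± 0.139 at 72 h and 7.39% ± 0.171 at 96 h. For these 3 motifs both 0 h libraries lay outside the range of the 6 PHx libraries. The same held for 2 motifs that were not called at 48 h, so it was not particular to these 3. GATA stood at 3.86% and 3.95% at 0 h and at 3.81% or less after PHx. HNF1 stood at 0.618% and 0.668% at 0 h and at 0.616% or less after PHx. The AP-1 motif was present in 4.89% ± 0.407 at 0 h and 5.72% ± 0.161 at 48 h, and its 0 h libraries overlapped those of 72 h and 96 h.

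**Figure D4:**
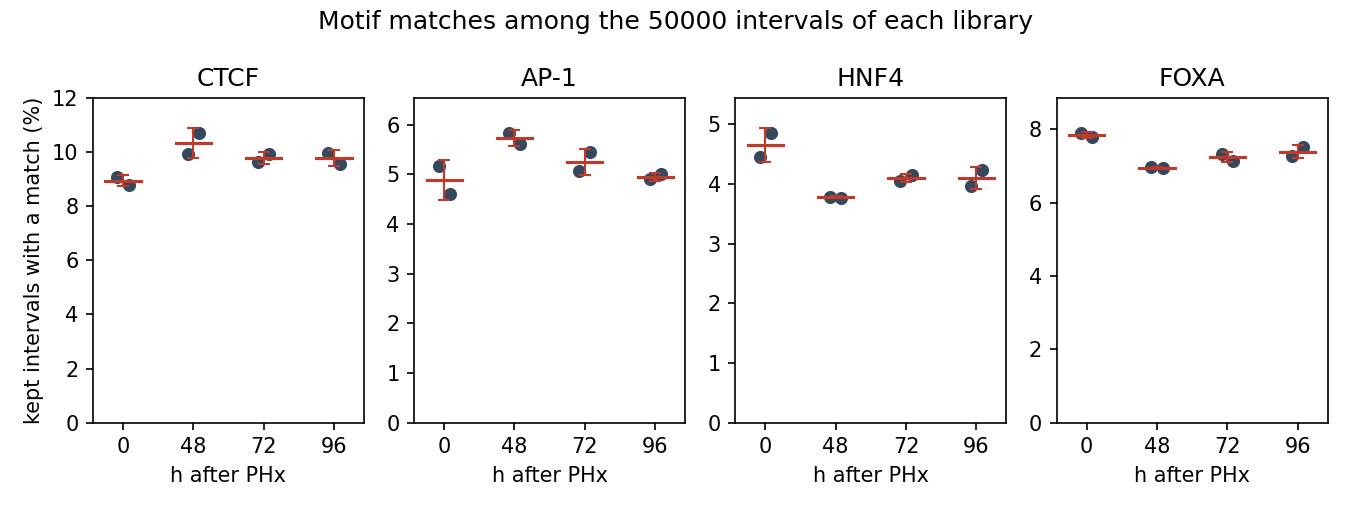
Percentage of the 50000 intervals of each library with a CTCF, AP-1, HNF4 or FOXA match, by hours after PHx; dark points are libraries, red lines the mean and bars the SD (n = 2). CTCF rises from 8.94% at 0 h to 10.3% at 48 h, and HNF4 falls from 4.66% to 3.78%.

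Among regions with no interval in the full lists of the other group, those with the highest percentiles were the following. The first gained at 48 h was on chromosome 8, positions 113632706 to 113632948 (mm10), intergenic and 2639 bp from the nearest TSS, that of Mon1b. Its interval stood at percentiles 89.3 and 83.6 of the 48 h lists, and its window held the CTCF match CCATCTACTGG at positions 113632821 to 113632831. The window also held the FOXA match TATTTAC at positions 113632767 to 113632773. The others gained were on chromosome 10 at 5634405 to 5634846 (intergenic, 4372 bp from Vip), chromosome 13 at 21847915 to 21848242 (intergenic, 14144 bp from Hist1h2br), chromosome 1 at 40658014 to 40658423 (intergenic, 22151 bp from Slc9a2) and chromosome 8 at 80710751 to 80711724 (coding exon of Smarca5). The first lost at 48 h lay in an Itpr1 intron on chromosome 6, positions 108435490 to 108436033, at percentiles 89.6 and 76.7 of the 0 h lists. The others lost were on chromosome X at 103994713 to 103995203 (intergenic, 13429 bp from Rlim), chromosome 7 at 48740495 to 48740710 (intergenic, 48293 bp from the coding gene Zdhhc13), chromosome 9 at 51274624 to 51275040 (Colca2 intron) and chromosome 10 at 51721724 to 51722260 (Rfx6 intron). Each of these 5 lost regions had an interval in all 4 lists of 72 h and 96 h. The 5 gained regions, in the order given, had an interval in 3, 4, 1, 4 and 4 of these lists. Motif matches were also found in the gained region on chromosome 13 (FOXA, GTAAATA) and in the lost Colca2 region (C/EBP, TTATGCAA).

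Promoters of the 53 listed genes were compared by the rank of their strongest interval, where rank 1 is the strongest of a list and a promoter with no interval counted as last. Of the 9 adult hepatocyte genes, 6 ranked lower in both 48 h libraries than in both 0 h libraries and 0 ranked higher. Chance gives 16.7% in each direction for 2 against 2 libraries, or 1.5 genes, and such a count has no test here because genes are not replicates. The Cyp2e1 promoter (chromosome 7, gene at 140763739 to 140774987) ranked 51457 and 38834 at 0 h, 107017 and 70795 at 48 h, 81290 and 87787 at 72 h, and 67664 and 64478 at 96 h. The Glul promoter (chromosome 1, gene at 153899944 to 153909723) ranked 18506 and 17234 at 0 h, 38640 and 28141 at 48 h, 20857 and 14518 at 72 h, and 21316 and 9305 at 96 h. The Alb promoter (chromosome 5, gene at 90460897 to 90476602) ranked 35178 and 52573 at 0 h, had no interval in any 48 h or 72 h list, and at 96 h was listed in replicate 1 only, at rank 59786. Of the 7 proliferation genes, 5 had a kept promoter interval in all 8 libraries, Mki67 and Top2a among them. At 48 h, 4 ranked lower in both libraries than in both 0 h libraries (chance 1.17 each way) and 1 ranked higher. Among the 4, Ccna2 stayed near the top of all lists, with ranks of 12 and 12 at 0 h and 23 and 17 at 48 h. Tnfrsf12a ranked 22444 and 20192 at 0 h, had no interval in 48 h replicate 1 and ranked 48705 in replicate 2. The gene that ranked higher was Ccnd1 (chromosome 7, gene at 144929931 to 144939925), with ranks of 28069 and 50629 at 0 h, 9205 and 17851 at 48 h, 10388 and 29393 at 72 h, and 22336 and 41338 at 96 h. Of the 15 progenitor or fetal genes, 4 ranked higher and 3 lower at 48 h, where chance gives 2.17 each over the 13 with intervals in enough lists to separate the groups. Of the 22 genes of other liver cells, 2 ranked higher and 1 lower, where chance gives 1.33 each over the 8 that could separate the groups. The lists differ in length, and these counts changed by percentile within a list. Top2a was then not lower in both 48 h libraries (76.2 in 48 h replicate 2, 70.7 in 0 h replicate 2). Nor were Cdk1 (91.53 and 91.47) and Esrp2 (93.3 and 92.8 in 48 h replicate 1 and 0 h replicate 2). Reln was no longer higher in both, and Smad2 became so. The promoter of Atoh1, on the progenitor list, was the only one of the 53 gained at 48 h. It was listed in all 8 libraries, at ranks 68050 and 69345 at 0 h and 44713 and 49059 at 48 h. Its ranks were 50731 and 43856 at 72 h and 31045 and 33466 at 96 h. The gain thus records a crossing of the rank limit for kept intervals, and the Atoh1 promoter ranked highest at 96 h. The Afp promoter had no interval at 0 h and was listed in 2 libraries, at rank 93524 in 48 h replicate 2 and 107878 in 72 h replicate 2. The Alb, Cyp2e1, Glul, Ccnd1, Ccna2, Tnfrsf12a, Atoh1 and Afp promoters were singled out here after their values were seen.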

Values the study reported

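The study reported 551 regulatory sequences whose accessibility differed from undamaged liver at 1 or more of 48, 72 and 96 hours after PHx. It grouped these 551 regions into 6 modules by their kinetics.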

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

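The test on the number of intervals kept was chosen after the pattern it addresses was seen. The share of kept intervals at promoters was 29.1% and 28.8% at 48 h and 27.9% and 27.8% at 72 h, on opposite sides of the 0 h libraries (28.3% and 27.9%). The means of 48 h and 72 h differed by 1.13 points, and the difference was not tested. It was the only such case among 17 measures (promoter, GC and 15 motif shares) and 3 pairs of time points. The 48 h libraries stood 0.57 points above the higher 0 h library, but the 72 h libraries stood only 0.002 points below the lower 0 h library. With 25000 intervals per library the 48 h and 72 h means differed by 1.03 points, but both lay below the 0 h libraries. With all intervals they differed by 1.94 points, the libraries overlapped (15.6% in 48 h replicate 2, 16.1% in 72 h replicate 1), and they were not on opposite sides of 0 h either. Their position against 0 h may therefore come from where the lists end. The means differed in the same direction at all 3 list lengths. A change at promoters that differs between the time points stays open and untested.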

How the results depend on the processing

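All alternatives here were fixed beforehand. The lists hold no depth, so what depth limits cannot be separated from what the list lengths show.

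With 25000 intervals per library, 1689 regions were lost at 48 h, 1333 gained at 72 h, and 1030 gained and 1130 lost at 96 h. Regions in both 0 h libraries and no PHx library numbered 283, no longer past the threshold (exact permutation p = 0.107, n = 8). The Jaccard index with 0 h was 0.538 at 48 h, 0.569 at 72 h and 0.563 at 96 h. The promoter difference was −6.01 points, and the metabolism (−1.04) and development (0.84) log2 odds ratios passed the threshold. Lower counts follow from the shorter lists, and the other causes were not tested.

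With all deposited intervals, 3338 regions were gained and 5371 lost at 48 h, 8860 gained at 72 h, and 4920 gained and 2969 lost at 96 h. Regions in both 0 h libraries and no PHx library numbered 727, no longer past the threshold (exact permutation p = 0.786, n = 8). The index with 0 h was 0.488 at 48 h, 0.513 at 72 h and 0.499 at 96 h. Mean retention at 72 h was −11.8 points. The metabolism (−0.82) and development (1.16) log2 odds ratios passed the threshold, and that of the E-box reversed to −0.017. The cause was not tested.

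With q under 0.05, 5211 regions were lost at 48 h, 7594 gained at 72 h and 3743 gained at 96 h. Regions in both 0 h libraries and no PHx library numbered 579, no longer past the threshold (exact permutation p = 0.571, n = 8). The index with 0 h was 0.521 at 48 h, 0.541 at 72 h and 0.530 at 96 h. Mean retention at 72 h was −9.94 points, the development log2 odds ratio (0.85) passed the threshold and that of the E-box reversed to −0.041. The FOXA (−0.67) and STAT (−0.69) motifs were no longer called. The cause was not tested.

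With 200 bp around each summit, the same-time excess was 0.0138 and passed the threshold. Regions in both 0 h libraries and no PHx library numbered 504 and no longer did (exact permutation p = 0.0714, n = 8). The index with 0 h was 0.478 at 48 h, 0.532 at 72 h and 0.520 at 96 h, the promoter difference 7.07 points, and the metabolism log2 odds ratio (−0.57) passed the threshold. With overlap of at least 50% of the shorter interval the excess was 0.0107, past the threshold. With the nearest TSS within 50 kb both gene lists passed it (−0.81 and 1.38). The cause was not tested.

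With absence from the full lists, 49 regions were gained and 95 lost at 48 h, 40 and 7 at 72 h, and 21 and 19 at 96 h. The counts for the split between 0 h and PHx were 0 and 0. This criterion removes regions by construction. The total of gained and lost regions exceeded both crossed splits in all 7 settings at 48 h and at 72 h, and in 3 of 7 at 96 h.

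The replicate block, which paired only replicate 1 with replicate 2, gave a same-time excess of 0.00763, reached by 4 of 24 pairings (exact permutation p = 0.167). The numbers did not pair the libraries, since deviations of same-numbered libraries had correlations from −0.0187 to 0.0303 across regions.

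Leaving out 1 library gave an excess from −0.00891 to 0.0252 in 8 fits. In 4 fits each, regions gained ranged from 3373 to 5885 at 48 h, 3622 to 5730 at 72 h and 3011 to 5727 at 96 h, and regions lost from 4893 to 6501, 4084 to 5946 and 3919 to 5465. Over 8 fits, 312 to 1468 regions were in all PHx libraries and neither 0 h library, and 497 to 2376 in the reverse. The index with 0 h ranged from 0.558 to 0.595 at 48 h, 0.582 to 0.630 at 72 h and 0.576 to 0.613 at 96 h. Retention ranged from −30.5 to 34.2 points at 72 h and −35.0 to 26.6 at 96 h in 6 fits each, the promoter difference from −2.12 to 4.21 points, metabolism from −1.04 to −0.35 and development from 0.30 to 0.66. Counts rise, and retention moves towards the side chosen by 2 libraries, by construction when fewer libraries must meet a criterion.

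In 4 fits each, log2 odds ratios ranged from 1.03 to 2.22 for CTCF (1.03 without 48 h replicate 2), 0.77 to 1.45 for AP-1, −1.26 to −0.97 for HNF4, −1.08 to −0.44 for FOXA, −1.12 to −0.14 for STAT, −1.15 to −0.28 for C/EBP and 0.12 to 0.22 for the E-box. For single motifs in the other alternatives, 8 values lost their call with their direction unchanged: STAT in 4 settings (25000 intervals, all intervals, q under 0.05 and 400 bp windows), the E-box in 2 (200 bp around each summit and 400 bp windows), AP-1 with 25000 intervals and FOXA with q under 0.05. C/EBP gained a call in 3 settings, 2 E-box values reversed, and 22 values did not change side. Over all 15 motifs, 5 were called with q under 0.05, 6 with 200 bp around each summit and 5 with 400 bp windows. These totals exceed the calls among the motifs listed here, so a motif outside them was called in each of these settings. Of the other results, 44 values stayed within the limits set: 1.5 times for a count, the spread for a value, and the same side of the threshold for a test. Within these limits, regions lost at 48 h rose to 3704 with coverage of at least 50% of the region, regions gained at 48 h fell to 1477 with 25000 intervals, and mean retention at 72 h went from 0.907 to −4.02 points with 200 bp around each summit and −0.573 points with 25000 intervals.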

Other observations

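The tests on CTCF, on mean ranks, on motifs at 72 h and 96 h, on GC content at single motifs and on signal at 72 h were chosen only after the results they address had been seen.

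The excess of same-time overlap was reached by 9 of the pairings of the 8 libraries. Of the 28 splits into 2 and 6, 4 gave as many regions in the 6 libraries only as the split between PHx and 0 h, and 1 (the real split) gave as many in the pair only. For the 48 h counts, the larger crossed total was 2443 against 4536, and 3 splits cannot separate the time point from differences between single libraries. With lists of equal length the 48 h total was 1.86 times the crossed mean (50000 intervals) and 2.27 times (25000), and with all intervals, whose number differs, 1.23 times. An excess with equal lists argues against the number of peaks called per library as its whole cause. Signal strength is a separate matter, since both 48 h libraries were among the weakest at rank 50000. At 72 h, where neither library was, the ratio was 1.82, but 0 h replicate 2 enters both comparisons and was weaker than 0 h replicate 1. At 48 h itself weaker signal and the time point cannot be told apart.

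The number of regions gained or lost at 48 h was 4536. That is higher than the number of differing sequences quoted from the study above. The measures differ, since presence among ranked intervals involves no test per region, and the libraries behind the counts need not be the same.

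One of the 72 h libraries, replicate 2, carried a name of another style than the other 7. Its mean Jaccard index with the other libraries was 0.592, inside their range of 0.564 to 0.616, which argues against a separate run that set it apart in overlap.

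Other liver cell types in the preparation might add to the regions gained at 48 h. Of 22 promoters of their marker genes, 0 were gained at 48 h, but 16 were kept in no library and 8 had no interval in any list. A gain required both 48 h libraries, so a sign in 1 library was missed. The Clec4g promoter was listed only in 48 h replicate 2 (rank 11978) and 96 h replicate 1 (rank 12339). Pecam1 and Tek were also listed in 48 h replicate 2 and in no 0 h library. Adgre1, Clec4f and Krt7 were listed in a 0 h library and in no 48 h library. These genes were picked after their values were seen. Other liver cell types cannot be told apart from a change in hepatocytes.

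GC content could shift motif shares, since windows of gained regions had 51.5% GC and those of lost regions 48.3%. With 5 strata of GC content, 5 of the called motifs (CTCF, AP-1, HNF4, FOXA and STAT) were still called, which argues against GC content as their whole cause. The E-box was not (adjusted p 0.329, Mantel-Haenszel test), in line with GC content as its source.

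A weaker signal in the 48 h libraries might raise CTCF sites, which are open in many cell types. The CTCF share was 9.57% in 96 h replicate 2, a library of similar significance at rank 50000, and 9.98% in 96 h replicate 1. It was 8.79% in 0 h replicate 2 and 9.09% in 0 h replicate 1, so at 0 h and 96 h the weaker library had the lower share. At 72 h the weaker library, replicate 2, had the higher share (9.94% against 9.62%). At 48 h the weaker library, replicate 1, had the lower share (9.95% against 10.7%). Thus 3 of the 4 pairs go against weaker signal as the cause, and the 72 h pair goes with it. Both the 72 h pair (14.0 against 14.8) and the 48 h pair (8.05 against 8.62) differed little in signal. However, 4 pairs are too few, and 9.95% was not above all other libraries, so weaker signal in the 48 h libraries and the time point cannot be told apart. A rise in rank of all constitutive regions has a value against it. Among 57473 regions shared by all full lists, promoters without a CTCF match changed by −0.277 percentile points at 48 h against the other libraries, and CTCF regions by 5.97.

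The mean percentile of CTCF regions was 46.6 ± 1.82 at 0 h, 56.2 ± 1.56 at 48 h, 51.7 ± 1.14 at 72 h and 52.3 ± 2.41 at 96 h (SD, n = 2). Of the 28 splits into 2 and 6, 2 gave a difference as large as 48 h against the rest, and for HNF4 regions 5 did. For 0 h against the 6 PHx libraries, the difference was −6.82 points for CTCF, 3.79 for HNF4, 2.36 for FOXA and 3.29 for NR5A2 motif regions. For each of them 1 of the 28 splits, the real one, was as large. That is the smallest share 28 splits give, it was chosen after the values were seen, and it would not pass adjustment over 15 motifs. CTCF regions may have gained and HNF4 regions lost rank after PHx, as a hypothesis that is not specific to these 2 motifs. The CTCF motif was also called between gained and lost regions at 72 h (log2 odds ratio 1.40) and 96 h (1.53), and HNF4 at 72 h (−1.15) and 96 h (−1.31), against the same 0 h libraries, whose chance deviations these comparisons share. The other motifs called at 48 h were not all called again at these time points. AP-1 (0.67 and 0.20, crossed 0.85 and 0.61) and FOXA (−0.69 and −0.61, crossed 0.88 and 0.71) were not called at 72 h or 96 h, nor was the E-box (0.17 and 0.09). STAT was called at 96 h (−1.41) and not at 72 h (−0.80, crossed 0.85). HNF1 (−1.60) and TEAD (0.83) were called at 72 h only. Differences between the time points were not tested.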
